# Integrated Transcriptomic and Proteomic Analysis Reveals Up-Regulation of Apoptosis and Small Heat Shock Proteins in Lens of Rats Under Low Temperature

**DOI:** 10.3389/fphys.2021.683056

**Published:** 2021-06-17

**Authors:** Jiayue Zhou, Jing Wu, Sifan Zheng, Xiangjun Chen, Daizhan Zhou, Xingchao Shentu

**Keywords:** hypothermia, lens, transcriptomics, proteomics, small heat shock proteins, apoptosis

## Abstract

Cold cataract is the reversible opacification of the lens when the temperature decreases. However, we observed that when temperature of the rats’ lens was maintained at a lower temperature for a prolonged time, the opacification of lens was only partly reversible. To review the potential molecular mechanism of the irreversible part of opacification under cold stimulation, we applied comparative transcriptomic and proteomic analysis to systematically investigate the molecular changes that occurred in the lens capsules of rats under low temperature treatments. The RNA sequencing based transcriptomic analysis showed a significant up-regulation of genes related to the lens structure and development in the Hypothermia Group. Hub genes were small heat shock proteins (sHSPs). Besides the same findings as the transcriptomic results, the liquid chromatography-tandem mass spectrometry based proteomic analysis also revealed the up-regulation of the apoptotic process. To further analyze the regulatory mechanism in this process, we subsequently performed integrated analysis and identified the down-regulation of Notch3/Hes1 and PI3K/Akt/Xiap signaling axis. Our research revealed the activation of the apoptotic process in rats’ lens under cold stimulation, and the sHSP related heat shock response as a potential protective factor through our transcriptomic and proteomic data.

## Introduction

Cold cataract is a phenomenon described as a reversible opacification of the lens when the temperature decreases (Zigman and Lerman, 1964), and has been observed in the lenses of young rats, mice, fishes, cows, and humans (Zigman and Lerman, 1964; Benedek et al., 1979; Loewenstein and Bettelheim, 1979). Early studies revealed that the reversible part of the opacification was mainly caused by the temporary aggregation of γ crystalline (Zigman and Lerman, 1964; Siezen et al., 1985) or liquid-liquid phase separation (Tanaka et al., 1977). The severity of cold cataract was positively correlated with time and negatively correlated with temperature (Bermudez et al., 2011). However, we observed that when temperature of the rats’ lens was maintained at a lower temperature (4°C) for a prolonged time (8 h), the transparency of lens did not fully recover, and the tension of lens capsules increased. There lacks mechanistic research regarding the formation of these irreversible opacifications caused by hypothermal stimulation.

The lens is one of the most important refractive mediums in the eye. Keeping the lens transparent is important for vision and for accurate observation of the inside of the eye. The lens has no blood vessels or nerves, and the lens fiber cells in the core of the lens have degraded their organelles, including the nuclei (Bassnett et al., 2011). Lens epithelial cells (LECs) located under the anterior lens capsule are the most metabolically active part of the lens. LECs act as a barrier between the aqueous humor and send signals to the inside of the lens. LECs play a major role in maintaining lenses’ life activities and transparency. Abnormal changes and apoptosis of LECs are often observed across different types of cataract.

To identify the potential molecular mechanism of irreversible opacifications under cold treatment, we used RNA-seq and TMT based LC-MS/MS to systematically investigate the transcriptomic and proteomic changes in lens capsules of rats under low temperature treatments. To further analyze the regulatory mechanism in this process, we subsequently performed integrated analysis of the transcriptomic and proteomic changes.

## Materials and Methods

### Animal and Tissue Collection

All animal experiments complied with the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research. All animals were treated in accordance with the Zhejiang University Administration on Laboratory Animal Care. Male Sprague-Dawley rats (6 weeks, 200 g) were obtained from Shanghai SLAC Laboratory Animal Co., Ltd.

Rats were divided randomly into the Normal Group and the Hypothermia Group and subsequently euthanized. The lens capsules of rats in the Normal Group were collected directly after euthanasia. The lens of rats in Hypothermia Group were isolated and incubated in Hibernate-A medium (Thermo Fisher Scientific, MA, United States) at 4°C for 8 h. The lens capsules were separated from the lens cortex after being washed in 4°C phosphate-buffered solution (PBS). For RNA-seq and TMT, 5 rats were used from each group. Two lens capsules from a rat were combined as a sample (Figure 1A). The collected lens capsules were rapidly frozen in liquid nitrogen and stored at −80°C for further transcriptomic and proteomic analysis. For RT-qPCR, 6 rats were used from each group. 4 lens capsules from 2 rats were combined as a sample. The samples were put into a TRIzol reagent (Invitrogen) immediately after separation and stored at 4°C.

**FIGURE 1:**
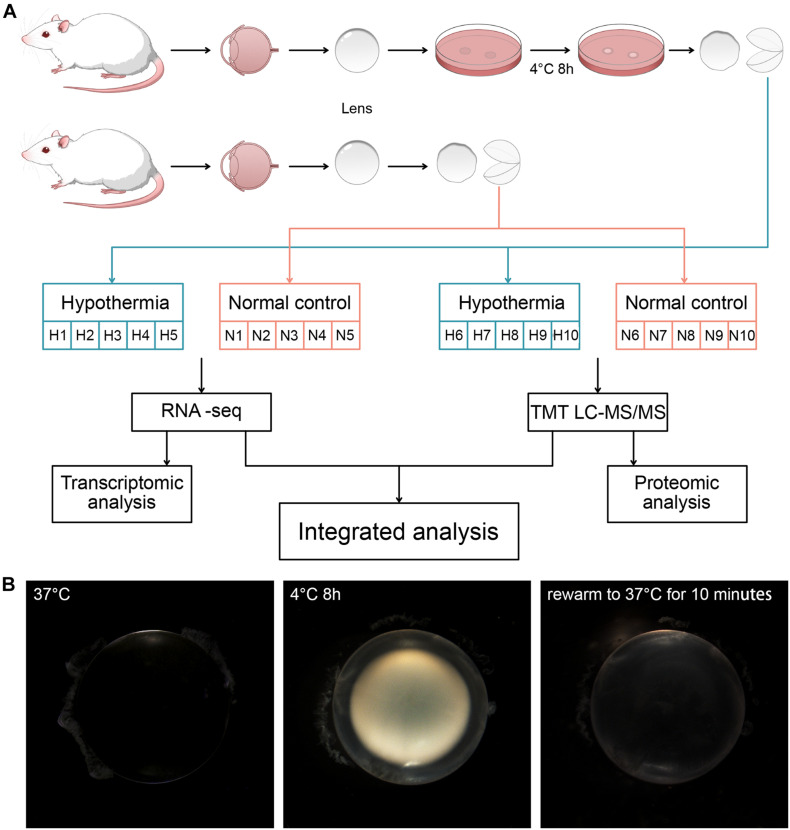
**(A)** Grouping of the rats and treatments of their lens. Strategy for transcriptomic and proteomic analysis of the lens capsules in each group. **(B)** The morphological changes induced by hypothermia and rewarming treatments.

### RNA Sequencing

#### Sample Preparation

Total RNA of the Hypothermia Group (*n* = 5) and the Nomal Control Group (*n* = 5) were extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, United States). Agarose gel electrophoresis, NanoPhotometer spectrophotometer (IMPLEN, CA, United States) and RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, United States) were used for total RNA qualification. RNA samples with RIN ≥ 5.8 were select for sequencing.

#### Library Preparation

A total amount of 0.8 μg RNA per sample was used as input material for the library preparation. Sequencing libraries were generated using NEBNext^®^ Ultra^TM^ RNA Library Prep Kit for Illumina^®^ (NEB, United States) following manufacturer’s recommendations.

#### Sequencing

The library preparations were sequenced using the Novaseq 6000 platform (Illumina, United States) and 150 bp paired-end reads were generated.

#### Data Analysis

Clean data were obtained by removing reads containing adapter, reads containing ploy-N and low-quality reads from the raw data of fastq format. Q20, Q30 and GC content of the clean data were calculated at the same time. Paired-end clean reads were aligned to the rat reference genome Rnor_6.0 using Hisat2 (v2.0.5), featurecounts (v1.5.0-p3) was used to count the number of reads mapped to each gene. And then FPKM (expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced) of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis of two groups was performed using DESeq2 v1.16.1. *P*-values were adjusted using Benjamini and Hochberg’s approach. Genes with | log2FoldChange | > 1 compared with Normal Control group and adjusted *P* < 0.05 were considered as DEGs for transcriptomic analysis.

### Liquid Chromatography-Tandem Mass Spectrometry (LC-MS/MS) Proteomic

Sample preparation: Samples were lysed and digested using pressure cycling technology (PCT), as described previously with modifications (Zhu and Guo, 2018). The lysis buffer contained 6 M urea (Sigma) and 2 M thiourea (Sigma) in 100 mM triethylammonium bicarbonate (TEAB, Thermo Fisher Scientific). The peptide concentration was measured using a ScanDrop spectrophotometer (Endress + Hauser Group, Lorrach, Germany).

Tandem Mass Tag (TMT) Labeling and Off-Line High pH Reversed-Phase Fractionation: Peptides were labeled with TMT 10-plex label reagents (Thermo Fisher Scientific, San Jose, United States) as described previously (Gao et al., 2020; Shen et al., 2020). Peptides were separated into 120 fractions, which were consolidated into 30 fractions. The fractions were subsequently dried and redissolved in 2% ACN/0.1% formic acid (FA).

DDA-MS Acquisition: The redissolved peptides were analyzed by LC-MS/MS with the Ultimate 3000 nanoLC-MS/MS system (Dionex LC-Packings, CA) coupled with a Q Exactive HF-X mass spectrometer (QE-HFX, Thermo Fisher Scientific) in data dependent acquisition (DDA) mode as described previously (Shen et al., 2020).

Data Analysis: The resultant MS data were analyzed with Proteome Discoverer (Version 2.4.1.15, Thermo Fisher Scientific) using a protein database composed of the Rat fasta database downloaded from UniProtKB on 12 May 2020, containing 9949 reviewed protein sequences. Enzyme, static modifications, precursor ion mass toleranceas were set as described previously (Shen et al., 2020). The peptide-spectrum-match allowed 1% target false discovery rate (FDR) (strict) and 5% target FDR (relaxed). Normalization was performed against the total peptide amount. Default setup was used for all other parameters. We used two tailed two-sided *t*-tests to identify the differential expression proteins between two groups. Differential expression proteins were defined by the thresholds based on adjusted *P* < 0.05, | log2FoldChange | > 0.25.

### Integrated Analysis of Transcriptomic and Proteomic Results

Overlapped genes in the lists of DEGs and DEPs were taken to perform correlation analysis according to their log2FoldChanges using Prism v8.2.1 and PPI analysis using String v11.0. List of rat translation factors (TFs) and cofactors (co-TFs) was download from AnimalTFDB3.0 to identify the TFs or co-TFs in the overlapped genes. Then, KEGG analysis of these TFs and co-TFs was performed.

### Real-Time Quantitative PCR

Total RNAs of the lens capsule samples of Hypothermia Group (*n* = 3) and the Nomal Control Group (*n* = 3) were extracted using Trizol Reagent (Thermo Fisher), four corneas served as one biological replicate. RNA concentrations and OD260/OD280 ratios (1.9–2.0) were determined using a Nanodrop 1,000 UV spectrophotometer (Thermo Fisher Scientific, Waltham, MA, United States). Approximately 1,500 ng RNA was used per reverse transcription reaction (PrimeScriptRT Reagent Kit; TaKaRa, Shiga, Japan). The TB Green Premix Ex Taq Kit (TaKaRa) was used for quantitative real-time PCR on a 7500 Fast Real-Time PCR System (ABI, Loma Linda, CA, United States), with a 2-step method. The expression levels of the target genes were normalized to that of β-actin and were calculated using the 2^–ΔΔCT^ method and indicated as means ± SE, statistical analysis was conducted using *t*-test. The data are presented as fold-changes. The primers (TSINGKE, Beijing, China) are shown in Supplementary Table 1.

### Data Analysis and Visualization

Gene Ontology (GO) and KEGG pathway enrichment analysis of differentially expressed genes (DEGs) implemented by The Database for Annotation, Visualization and Integrated Discovery (DAVID v6.8). The cut off value was FDR < 0.01 and results were visualized by R software (v3.6.1). Protein-protein interaction (PPI) analysis was implemented by String (v11.0), and visualized by Cytoscape (v3.7.2). The node degree were calculated using cytoHubba plugin in Cytoscape(v3.7.2)., and the gene with node degree ≥ 10 was set as the hub gene in PPI network.

## Results

### Irreversible Opacification in the Lens of Sprague-Dawley Rats After 8 h of Cold Treatment

The newly extracted lens of rats at normal body temperature (37°C) was completely transparent. After 8 h of low temperature treatment at 4°C, the lens showed severe opacification. Following rewarming to 37°C for 10 min, the cold cataract disappeared. However, compared with the lens before cold treatment, the whole lens still had irreversible opacity (Figure 1B).

### Transcriptomic Analysis Reveals Up-Regulation of Lens-Specific Gene Expression and Small Heat Shock Proteins (sHSPs) in Cold Treated Lens Capsules

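The lens capsule is the membrane around the lens, and the samples carried the lens epithelial cells attached to it. The paper does not state how much lens fibre material came with them. Each sample held the 2 capsules of 1 male Sprague-Dawley rat aged 6 weeks, with 5 rats in the Hypothermia Group (isolated lenses kept at 4°C for 8 h) and 5 in the Normal Group (capsules taken directly). The authors aligned the reads to Rnor_6.0 with Hisat2, counted them per gene with featureCounts and compared the groups with DESeq2. Their deposited table held 3334 genes with counts and FPKM (fragments per kilobase of gene, scaled for depth) for each rat, and every gene in it had a fold change above 0.25 on the log2 scale in either direction in the authors' deposited table, so it was a list of changed genes and not of all expressed genes. The counts of the listed genes summed to between 9026144 and 12415121 per rat in the Hypothermia Group (median 10506547) and to between 4792595 and 8177803 in the Normal Group (median 5848963). These sums were parts of the libraries, while the paper reports 45 M clean reads per sample. The authors' size factors were therefore recovered from their mean normalized counts, and lay between 0.744 and 0.980 in the Hypothermia Group and between 1.08 and 1.26 in the Normal Group. The deposited FPKM values were scaled by the same size factors and not by each rat's own total. All 10 samples were fitted together with edgeR on the counts, with these size factors as the scaling, and the p-values were adjusted over the 17005 expressed genes that the paper reports. Both choices replaced those planned and were made after the table and the results of 4 scalings had been seen. Of the listed genes, 3222 had enough counts to be tested.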

In order to identify the differential expressed mRNA under cold treatment, we compared the transcriptomic changes of rats’ lens capsules between the Hypothermia Group and the Normal Group. Approximately 45 million paired-end clean reads per sample on average were obtained, and mapped to a total number of 17,005 expressed genes.

DEGs analysis identified 627 significant changed genes between the two groups (adjusted *P* < 0.05, | log_2_FoldChange | > 1), of which 420 genes were up-regulated and 207 genes were down-regulated (Figures 2A,B).

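With the authors' size factors, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 392 DEGs at an adjusted p under 0.05 and a log2FoldChange above 1 in either direction, 331 up-regulated and 61 down-regulated in the Hypothermia Group. Of these, 391 had passed the same thresholds in the authors' deposited table, which listed 625 such genes, 420 up-regulated and 205 down-regulated. The values of the 5 rats of each group did not overlap for 264 of the 331 up-regulated DEGs and for 33 of the 61 down-regulated DEGs, where chance separates 0.794% of genes in a list not chosen by the outcome. The scaling changed the balance most. With the analysis as planned before the table was seen, which used TMM on the listed genes and adjustment over the tested genes, log2FoldChanges fell by a median of 0.29 and 515 DEGs were called, 248 up-regulated and 267 down-regulated. The size factors were chosen after the results of both scalings had been seen. With each rat left out in turn, between 232 and 469 DEGs were called. Among DEGs with a mean normalized count of at least 50 and no overlap between the groups, the highest log2FoldChanges were those of Slc6a3 (3.12, standard error 0.43), LOC102548682 (3.09, standard error 0.63), Wnt7a (2.93, standard error 0.75), Armh4 (2.92, standard error 0.35) and Mip. The lowest were those of Fn1 (-3.09, standard error 0.80), Palmd (-1.90, standard error 0.38), Notch3, Kcna2 (-1.20, standard error 0.19) and a gene on chromosome 10 whose symbol the table gives as a date, 4-Sep (-1.14, standard error 0.20). Wnt7a lost its call in 6 of the 10 fits that left out 1 rat each, and Fn1 in 5. LOC102548682 is listed in Supplementary Table 2 with histone H4 genes, and whether reads were shared between copies was not tested. From the genes past its thresholds, the paper went on to ask which functions the DEGs shared.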

**FIGURE 2:**
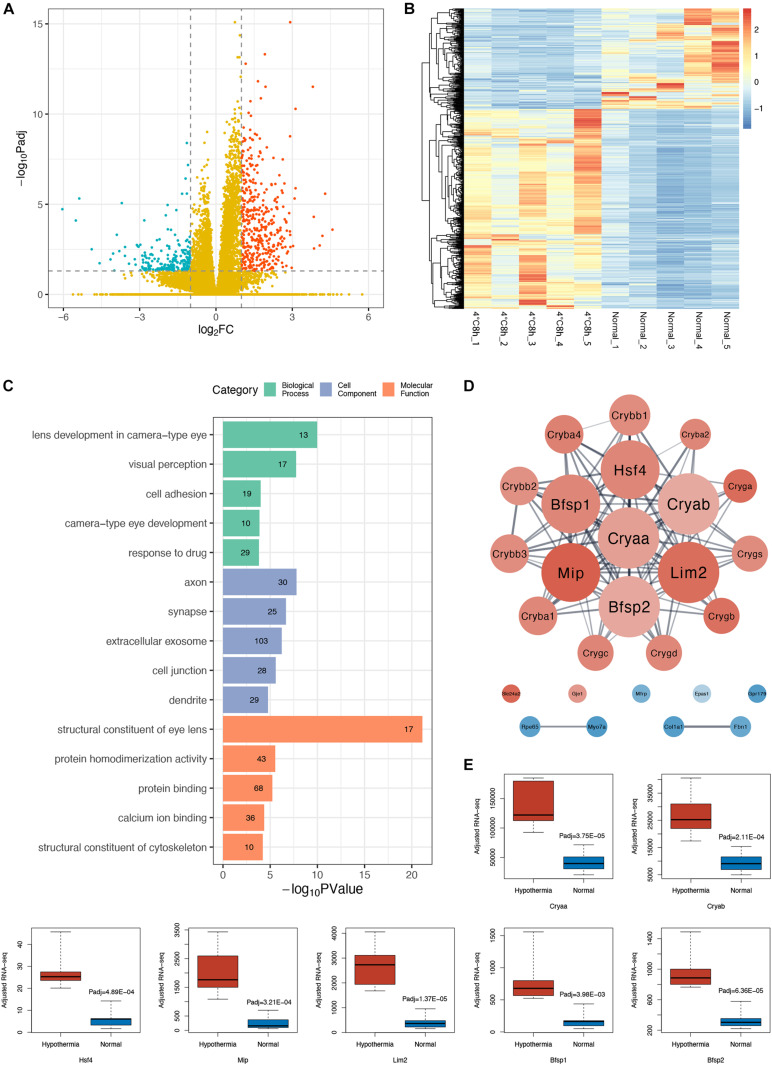
Analysis of transcriptomic changes in cold treated lens capsules. **(A)** Volcano plots depict the log2FoldChange and statistical significance (|log2FoldChange| > 1), with the adjusted *P*-value expressed as −log10(adjusted *P*-value), the *P*-values were adjusted using the Benjamini and Hochberg method. Red points, green points, and yellow points represent up-regulated genes, down-regulated genes, and non-differentially expressed genes, respectively. **(B)** Heatmap of differentially expressed genes (DEGs) in the 10 samples. **(C)** Gene ontology (GO) analysis bar plot of DEGs. The top five GO terms with the lowest FDR values within each subcategory (BP, CC, MF) are listed. The number of DEGs annotated to the GO terms are shown on the bars. **(D)** Protein-protein interaction (PPI) network of DEGs annotated to the GO terms related to eyes. **(E)** Comparison of gene expression level of the hub genes in the PPI network between the two groups, adjusted RNA-seq means FPKM.

To find out the main functions of the DEGs and the biological processes they are involved in, we performed a GO enrichment analysis. The GO enrichment results suggested that many significantly enriched terms of the DEGs were related to the eye and the lens, such as lens development in camera type eye (GO:0002088, FDR = 2.13E-07), visual perception (GO:0007601, FDR = 1.91E-05), structural constituent of eye lens (GO:0005212, FDR = 1.48E-18) (Figure 2C). 

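The genes of Supplementary Tables 2 and 3 are those the paper had called up-regulated and down-regulated in the same counts, so their direction was given by that choice and what follows gives the size of the changes and the calls. All 13 genes that Supplementary Table 2 lists under lens development in camera-type eye were up-regulated DEGs, with log2FoldChanges from 1.51 to 2.91 and a median of 2.19, and the groups did not overlap for 12 of them. The 17 genes listed under structural constituent of eye lens were also all up-regulated DEGs, with a median of 2.15. Under visual perception, the 11 genes of the up-regulated list were all called. The 6 genes that Supplementary Table 3 lists under the same term (Col1a1, Mfrp, Epas1, Myo7a, Rpe65 and Gpr179) were lower in the Hypothermia Group, but none was called with the authors' size factors, the main filter and adjustment over 17005 genes. Each was called when some of these choices were changed. Col1a1 had a log2FoldChange of -2.63 (standard error 0.84, adjusted p = 0.0658 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Mfrp one of -2.07 (standard error 0.76, adjusted p = 0.114 from the same test). Epas1 and Gpr179 had adjusted p-values of 0.0756 and 0.103 from edgeR. With the planned TMM and adjustment over the tested genes, edgeR's adjusted p-values were 0.0105 for Col1a1, 0.0193 for Mfrp, 0.00549 for Epas1 and 0.0164 for Gpr179. That scaling moved log2FoldChanges by a median of -0.29, which favours calls of lower genes. Rpe65 had a normalized count of 2.78 ± 3.35 (SD, n = 5) in the Hypothermia Group and 16.2 ± 8.37 (SD, n = 5) in the Normal Group, and Myo7a of 1.80 ± 1.59 (SD, n = 5) and 12.1 ± 7.30 (SD, n = 5), below the filter of the main test. Without that filter their adjusted p-values were 0.0348 and 0.0356 (edgeR). The spread within the Normal Group was wide for Fbn1, another gene of Fig. 2D, which had a normalized count of 13476 ± 14190 (SD, n = 5) there against 2761 ± 1704 (SD, n = 5) in the Hypothermia Group. The enrichment itself was not recomputed, because its background is all expressed genes and only changed genes were analysed here.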

We subsequently performed a PPI analysis of DEGs enriched in those GO terms related to the eye (Figure 2D). We found that the gene cluster consisted of genes specifically expressed in the lens, including α, β, γ crystallin families, membrane protein Mip and Lim2, cytoskeleton protein Bfsp1, and Bfsp2. 

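The listed crystallin genes were those of the α, β and γ families, and each of the 15 was higher in all 5 rats of the Hypothermia Group than in any rat of the Normal Group. The 6 β-crystallin genes had log2FoldChanges from 1.97 (Crybb2) to 2.28 (Cryba4), with adjusted p-values from 0.00962 to 0.0175 (edgeR). The 7 γ-crystallin genes had log2FoldChanges from 1.82 to 2.68, with adjusted p-values from 0.0102 to 0.0351 (edgeR). The highest was that of Cryga, which lies on chromosome 9 of Rnor_6.0 from 71828308 to 71830730, beside Crygb, Crygc and Crygd. Cryga and Crygf lost their calls in 6 of the 10 fits that left out 1 rat each, and Crygc and Crygd in 5. Whether reads were shared between these paralogs was not tested. Among the β-crystallins, Crybb2 was the most abundant, with an FPKM of 85357 ± 27430 (SD, n = 5) in the Hypothermia Group and 21837 ± 11270 (SD, n = 5) in the Normal Group. Over the 19 listed lens structural genes (crystallins, Mip, Lim2, Bfsp1 and Bfsp2) the median log2FoldChange was 2.15. Set against the other listed genes with limma's camera test, the adjusted p was 0.000326 at an assumed inter-gene correlation of 0.01 and 0.488 with the correlation estimated from the data. These genes took from 58.5% to 70.2% of the listed counts in the Hypothermia Group and from 22.3% to 52.3% in the Normal Group (exact permutation test, two-sided p = 0.00794, the smallest that 5 rats against 5 allow). All 19 were listed as changed in these same rats and separated the groups. The test on their share could thus hardly have come out otherwise. Different amounts of lens fibre material on the capsules were not excluded as a source of the rise in these genes.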

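The membrane protein gene Mip (chromosome 7 of Rnor_6.0, 2635743 to 2642848) had an FPKM of 2075 ± 937 (SD, n = 5) in the Hypothermia Group and 276 ± 266 (SD, n = 5) in the Normal Group. Its log2FoldChange was 2.91 (standard error 0.66, adjusted p = 0.0167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lim2, on chromosome 1 from 98495082 to 98501249, had an FPKM of 2703 ± 953 (SD, n = 5) against 433 ± 317 (SD, n = 5), a log2FoldChange of 2.64 (standard error 0.48, adjusted p = 0.00745 from the same edgeR test). The cytoskeleton genes Bfsp1 (chromosome 3, 137935345 to 137969658) and Bfsp2 (chromosome 8, 111908614 to 111965889) had log2FoldChanges of 2.16 (standard error 0.55) and 1.53 (standard error 0.27). For each of these genes the 5 rats of the Hypothermia Group lay above the 5 of the Normal Group. The Normal rats differed widely among themselves, and Normal replicate 1, with a normalized count of 26749 for Mip, lay closest to the Hypothermia Group. Without that rat the log2FoldChange of Mip was 3.61, and across the fits that left out 1 rat each it was at least 2.65. Bfsp1 lost its call in 5 of those 10 fits.

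**Figure D1:**
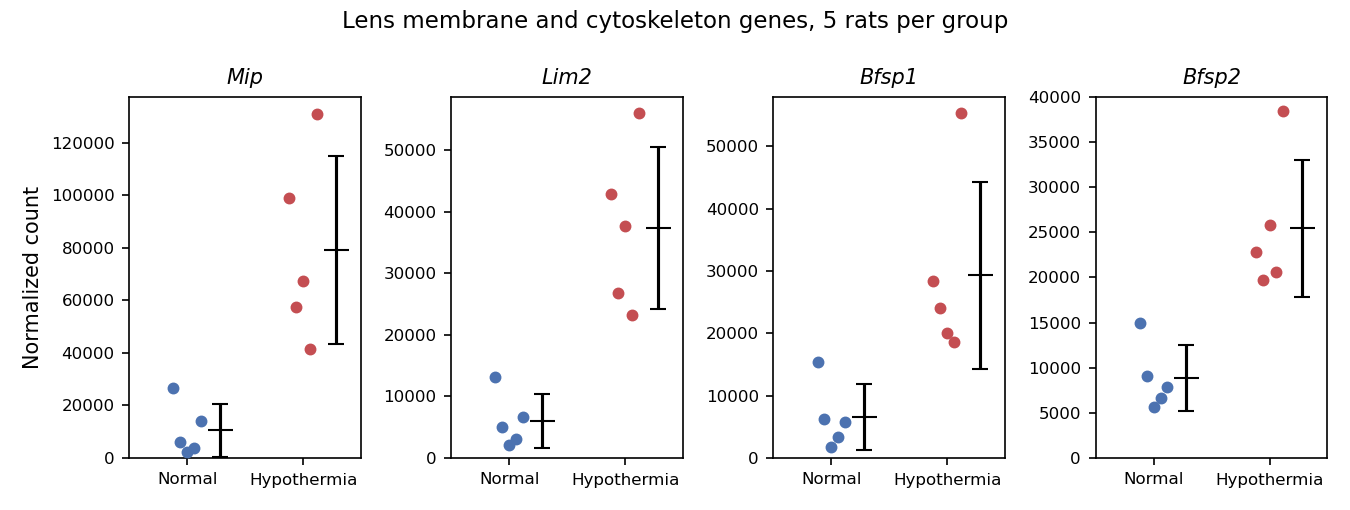
Normalized counts (vertical axes, from 0) of Mip, Lim2, Bfsp1 and Bfsp2 in the Normal and Hypothermia Groups. Each point is 1 rat, and the bar beside the points is the mean with its SD (n = 5). In each panel every Hypothermia rat lies above every Normal rat.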

All these genes were up-regulated (Figure 2E). Surprisingly, among the hub genes, Cryaa and Cryab are sHSPs and Hsf4 is a heat shock transcriptome factor.

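Cryaa, on chromosome 20 of Rnor_6.0 from 10438444 to 10442187, had an FPKM of 138361 ± 41551 (SD, n = 5) in the Hypothermia Group and 42646 ± 19626 (SD, n = 5) in the Normal Group. Its log2FoldChange was 1.70 (standard error 0.43, adjusted p = 0.0236 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lost its call in 4 of the 10 fits that left out 1 rat each. Cryab, on chromosome 8 from 55178289 to 55182545, had an FPKM of 27256 ± 8947 (SD, n = 5) against 9568 ± 4074 (SD, n = 5), a log2FoldChange of 1.51 (standard error 0.36, adjusted p = 0.0186 from edgeR), and lost its call in 2 of those fits. Hsf4, on chromosome 19 from 37226186 to 37231912, was far less abundant, with an FPKM of 28.4 ± 10.0 (SD, n = 5) against 6.27 ± 4.86 (SD, n = 5), and had the largest change of these genes, 2.19 (standard error 0.48, adjusted p = 0.0156 from edgeR). Hsf4 kept its call in every fit that left out 1 rat.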

GO enrichment analysis of up-regulated and down-regulated DEGs separately shows interesting results. Up-regulated DEGs were enriched in the eye-related and cytoskeleton-related categories (Supplementary Table 2). 

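Of the genes behind the cytoskeleton terms of Supplementary Table 2, all 8 listed under cytoskeleton organization were called, with log2FoldChanges from 1.18 to 1.66. Their direction was given by their being taken from the paper's up-regulated list. Of the 7 listed under structural constituent of cytoskeleton, 6 were called, with a median over the 7 of 1.36. With the planned TMM and adjustment over the tested genes, 6 of the 8 and 4 of the 7 were called. The groups overlapped for part of them, since 6 of the 8 genes and 4 of the 7 were without overlap.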

Down-regulated DEGs were enriched in more comprehensive categories including cell adhesion, extracellular matrix, ion transmembrane transport, and response to stimuli such as drugs, starvation, wounds, and TGF beta (Supplementary Table 3).

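The genes behind these terms came from the paper's down-regulated list, so their lower values in the same counts were given by that choice. How many were called depended on the scaling and adjustment. With the planned TMM and adjustment over the tested genes, every tested gene of the terms below was called. That scaling moved log2FoldChanges by a median of -0.29, and the adjustment ran over genes already listed as changed, so such calls come easily. The counts of called genes that follow are those with the authors' size factors and adjustment over 17005 genes. Of the 10 genes that Supplementary Table 3 lists under cell adhesion, 7 were tested and 3 were called, with a median log2FoldChange of -2.47. Of the 6 under extracellular matrix organization, 2 were called, with a median of -2.28. Regulation of ion transmembrane transport had 5 tested genes and 1 called, and response to drug 14 tested and 7 called, with a median of -1.33. Response to starvation had 4 tested genes and 2 called, wound healing 5 tested and 2 called, and cellular response to transforming growth factor beta stimulus 4 tested and 2 called. The Normal rats differed widely for many of these genes. Fn1 had a normalized count of 336 ± 362 (SD, n = 5) in the Normal Group, with the highest value in Normal replicate 3, and of 40.1 ± 33.9 (SD, n = 5) in the Hypothermia Group.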

### Proteomic Changes Correspond With Transcriptomic Changes and Show the Up-Regulation of the Apoptotic Process

A total of 4,149 proteins were identified in the 10 samples. A total of 1,641 of these proteins were significant differentially expressed proteins (DEPs) (adjusted *P* < 0.05, | log2FoldChange | > 0.25). Among these DEPs, 306 were up-regulated and 1,335 were down-regulated (Figures 3A,B).

**FIGURE 3:**
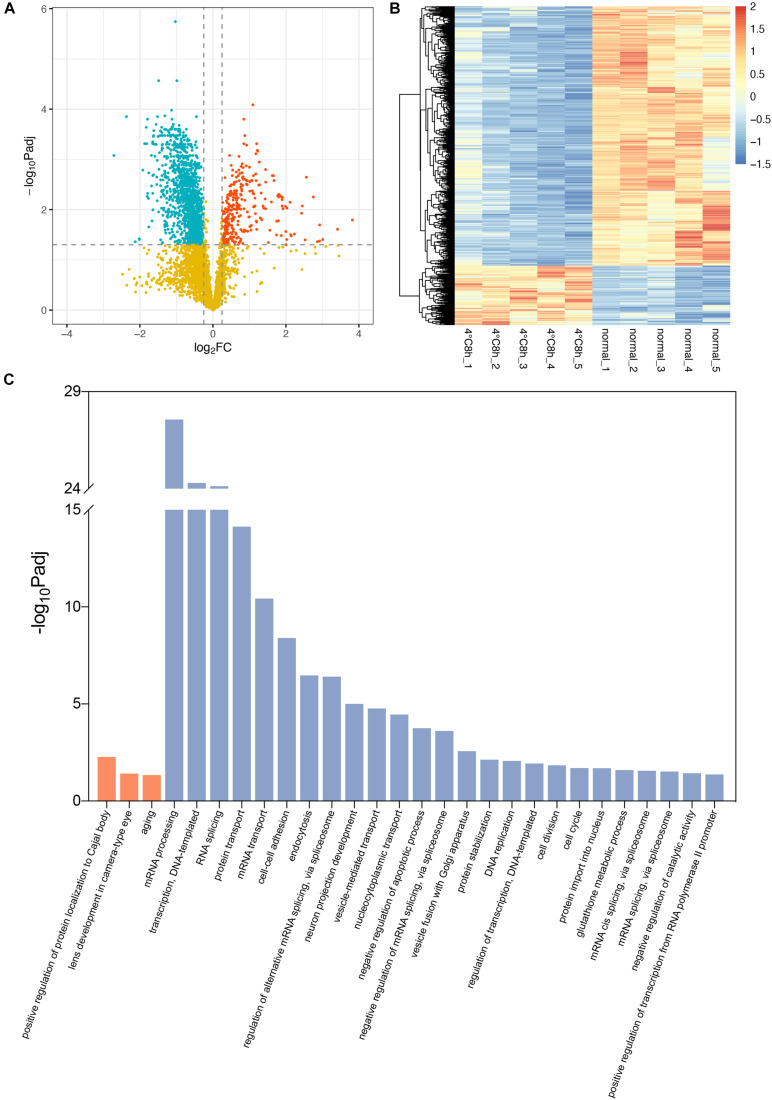
Analysis of proteomic changes in cold treated lens capsules. **(A)** Volcano plots depict the log2FoldChange and statistical significance, with the adjusted *P*-value expressed as −log10(adjusted *P*-value). Red points, green points, and yellow points represent up-regulated genes, down-regulated genes, and non-differentially expressed genes, respectively. **(B)** Heatmap of differentially expressed proteins (DEPs) in the 10 samples. **(C)** Biological process in Gene ontology (GO) analysis for the up- and down-regulated DEPs. Terms in orange bars were enriched from up-regulated proteins and terms in blue bars were enriched from down-regulated proteins.

Using the cut-off value of the adjusted *P*-value (Bonferroni) < 0.05, up-regulated DEPs were enriched in 3 significant biological processes Gene Ontology (GO) terms, while down-regulated DEPs were enriched in 25 terms. The results suggested the up-regulated DEPs were enriched in “lens development in camera-type eye” (GO:0002088, Padj = 0.039) in the category of “Biological Process.” 

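At the RNA level, the adjusted p-values (edgeR) of Cryba1, Crygb, Crygc and Crygs were 0.0175, 0.0194, 0.0288 and 0.0102, and with those of Cryaa, Cryab and Mip all 7 genes were up-regulated DEGs. In the 10 fits that left out 1 rat each, Crygc lost its call in 5, Cryba1 in 2 and Crygb in 1, and Crygs kept its call.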

The associated DEPs are Cryaa, Cryab, Cryba1, Crygb, Crygc, Crygs, and Mip, which are the same as the results of RNA-seq. “Structural constituent of eye lens” (GO:0005212, Padj = 7.21E-16) in the category of “Molecular Function” contains even more lens specific DEPs including Bfsp1 and Bfsp2 (Supplementary Table 3). Conversely, GO terms “negative regulation of apoptotic process” (GO:0043066, Padj = 1.77E-04), “cell division” (GO:0051301, Padj = 0.014), “cell cycle” (GO:0007049, Padj = 0.020) in which down-regulated DEPs are enriched, indicates the up-regulation of apoptosis and the stagnation of cell cycle and division (Figure 3C).

### Integrated Analysis of Transcriptomic and Proteomic Results Reveals the Up-Regulation of Apoptosis

Protein expression levels are usually determined by the corresponding mRNA expression levels. To verify this regulatory relationship, we performed an integrated analysis of our transcriptomic and proteomic results. 

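For the RNA side of the integrated analysis, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2348 genes at a log2FoldChange above 0.25 in either direction, 1686 up-regulated and 662 down-regulated in the Hypothermia Group. The authors' deposited table listed 2097 up-regulated and 1226 down-regulated genes at these thresholds. With the planned TMM and adjustment over the tested genes, 927 genes were up-regulated and 1167 down-regulated. With each rat left out in turn, between 297 and 664 genes were down-regulated. The proteome was not analysed here.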

There were 421 overlapped genes belonging to both DEGs and DEPs in our study (adjusted *P* < 0.05, | log_2_FoldChange | > 0.25). Correlation analysis shows that the expression changing of protein and mRNA were positively correlated in general (*r* = 0.627, *p* < 0.0001; Figure 4A). Therefore, transcriptional regulation plays a major role when the lens is stimulated by hypothermia. We also compared the genes regulated in same direction in RNA and proteins with a database of translation factors (TFs) and cofactors (co-TFs) (Hu et al., 2019). 33 TFs or co-TFs were identified, among which 11 were up-regulated, and 22 were down-regulated (Figure 4B). To identify the key TFs and pathways, we performed a KEGG pathway enrichment analysis of these 33 genes The Notch signaling pathway (rno04330, including gene Notch3 and Hes1) and the Apoptosis pathway (rno04210, including gene Pik3r1 and Xiap) were identified (Figure 4C). 

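In the RNA-seq counts, Notch3 (chromosome 7 of Rnor_6.0, 14138495 to 14189688) had a normalized count of 271 ± 69.7 (SD, n = 5) in the Hypothermia Group and 683 ± 257 (SD, n = 5) in the Normal Group, a log2FoldChange of -1.33 (standard error 0.26, adjusted p = 0.00926 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hes1 (chromosome 11, 74312806 to 74315248) had 905 ± 67.5 (SD, n = 5) against 1208 ± 169 (SD, n = 5), a log2FoldChange of -0.42 (standard error 0.10, adjusted p = 0.0214 from edgeR), and its call was lost in 3 of the 10 fits that left out 1 rat each. Pik3r1 (chromosome 2, 31745088 to 31826867) had 936 ± 123 (SD, n = 5) against 1421 ± 130 (SD, n = 5), a log2FoldChange of -0.60 (standard error 0.10, adjusted p = 0.00573 from edgeR). Xiap (chromosome X, 128409472 to 128453000) had 385 ± 50.04 (SD, n = 5) against 482 ± 40.9 (SD, n = 5), a log2FoldChange of -0.32 (standard error 0.10), and was not called (adjusted p = 0.0580 from edgeR). With the planned TMM and adjustment over the tested genes its log2FoldChange was -0.60 and it was called (adjusted p = 0.00125 from edgeR). That scaling moved log2FoldChanges by a median of -0.29, and the adjustment ran over genes already listed as changed. The planned call is thus no independent evidence on Xiap. The groups of Xiap did not overlap (exact permutation test, two-sided p = 0.00794), at the closest 422 in Hypothermia replicate 1 and 431 in Normal replicate 2. Xiap was listed because these same rats differed, so this p-value is no independent test. Of the 3334 listed genes, 1923 had groups without overlap. Without Hypothermia replicate 3 the log2FoldChange of Xiap was -0.24, smaller in size than the threshold of 0.25. Notch3, Pik3r1 and Xiap were lower in every Hypothermia rat than in every Normal rat. The 2 listed markers of lens epithelium, Gja1 (-0.43) and Pax6 (-0.26), were lower too. Notch3 was highest in Normal replicate 5, where 8 of the 16 tested markers of other eye tissues were also highest. Pik3r1 and Xiap were highest in other Normal rats. A difference in tissue make-up between the groups was thus not excluded for these genes. From these genes the paper proposes that the Notch and anti-apoptotic pathways act in the response to cold.

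**Figure D2:**
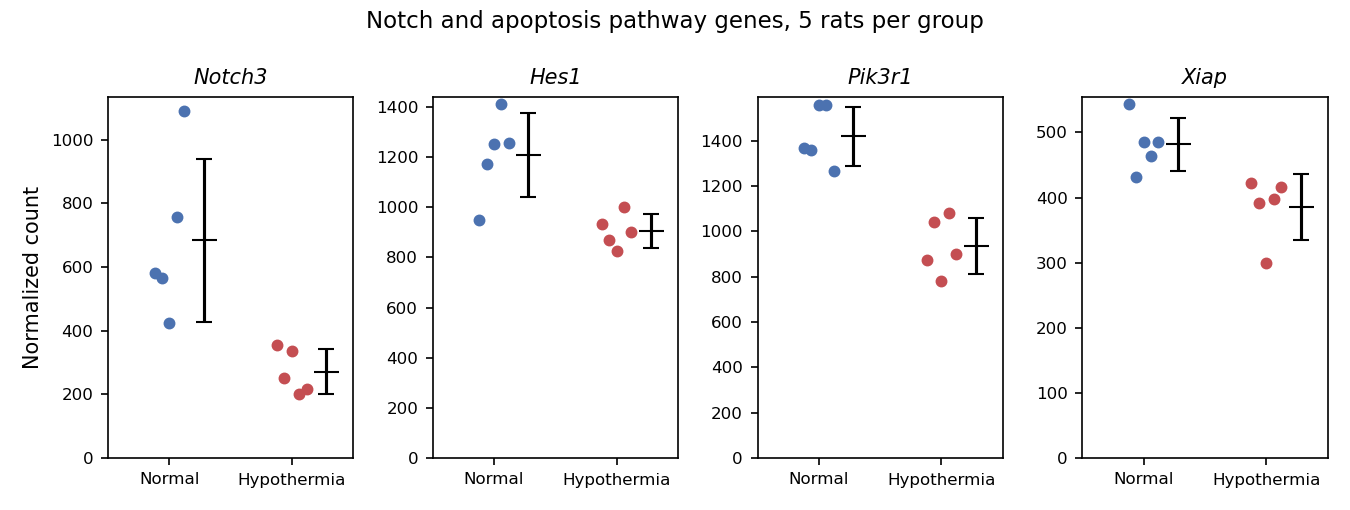
Normalized counts (vertical axes, from 0) of Notch3, Hes1, Pik3r1 and Xiap in the Normal and Hypothermia Groups. Each point is 1 rat, and the bar beside the points is the mean with its SD (n = 5). The groups do not overlap for Notch3, Pik3r1 and Xiap and overlap for Hes1.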

We found that Notch3, Hes1, Pik3r1 and Xiap were all down-regulated DEGs and DEPs (Figure 4D). PPI of these four genes and their first neighbors in the PPI network of DEGs and DEPs regulated in the same direction shows a tight interaction (Figure 4E).

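Of the 16 first neighbors drawn in Fig. 4E, 15 were among the listed genes and Sirt1 was not analysed here. At the RNA level 10 were higher in the Hypothermia Group, with log2FoldChanges from 0.32 (Wbp2) to 0.94 (Hras), and 8 of these had an adjusted p under 0.05 (edgeR). The other 5 were lower, from -0.36 (Cyld) to -0.25 (Inppl1), and 2 of these had an adjusted p under 0.05 (edgeR). In the 10 fits that left out 1 rat each, Bid lost its call in 8, Polr2a in 7, Wbp2 in 6 and Mtmr3 in 5. Sptan1, Hras, Pxn, Ezr, Mras and Cyld kept theirs in every such fit. The calls also depended on the scaling and adjustment. With the planned TMM and adjustment over the tested genes, 4 of the higher neighbors and all 5 of the lower ones had an adjusted p under 0.05 (edgeR). Scalings that moved every gene down by more than these changes also made higher neighbors lower, which follows from the shift and is no evidence on their direction. A shift down likewise favours calls of the lower neighbors.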

**FIGURE 4:**
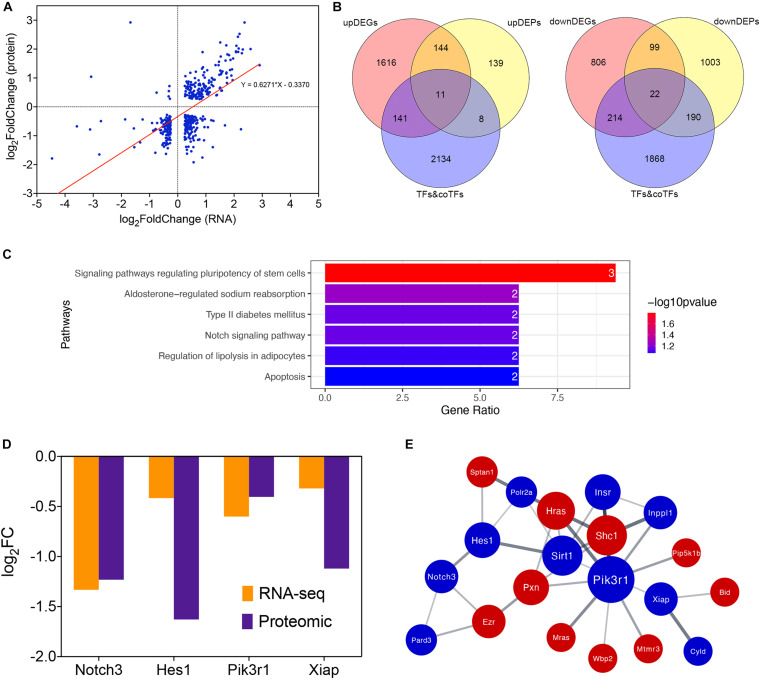
Integrated analysis of transcriptomic and proteomic changes in cold treated lens capsules of the Hypothermia Group. **(A)** Correlationship between transcriptomic and proteomic results, the horizontal coordinate indicates the log2FoldChange of DEGs, while the vertical coordinate indicatesthe log2FoldChange of DEPs. **(B)** Overlap of differentially expressed genes (DEGs, differentially expressed proteins (DEPs, and translation factors (TFs) and cofactors (co-TFs) database, up-regulated and down-regulated part were separated. **(C)** KEGG pathway enrichment analysis of differentially expressed TFs&co-TFs. **(D)** RNA and protein expression level of the four TFs&co-TFs in the Notch signaling pathway and Apoptosis KEGG pathways. **(E)** PPI network of Notch3, Hes1, Pik3r1, and Xiap and their first neighbors in the PPI network of DEGs and DEPs regulated in the same direction.

### Confirmation of Gene Expression by RT-qPCR

We used RT-qPCR to confirm the results above. sHSPs Cryaa, Cryab, heat shock transcription factor Hsf4, transcription factor Hes1, transcription co-factors Notch3, Pik3r1, Xiap were selected. The RT-qPCR confirmed the expression change of these genes (Figure 5).

**FIGURE 5:**
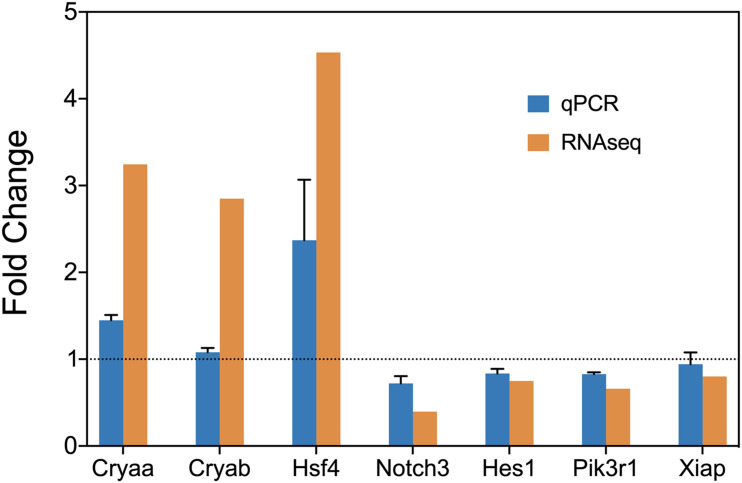
RT-qPCR confirmation of the expression level of Cryaa, Cryab, Hsf4, Notch3, Hes1, Pik3r1, and Xiap.

## Discussion

We studied the transcriptomic and proteomic changes in cold-treated lens capsules of rats (Hypothermia Group) compared with the normal body temperature group (Normal Group. The transcriptomic and proteomic results showed high consistency as genes related to lens structure and development (α, β, γ crystallins, cytoskeletal protein BFSP1, and BFSP2, membrane proteins such as Mip and Lim2, and heat shock transcription factor Hsf4) were all significantly up-regulated. Based on the positive correlation between the transcriptomic and proteomic results, we hypothesized that transcriptional regulation played an important role and identified two apoptotic-related signaling pathways centered on four key regulatory factors. RT-qPCR was used to confirmed the gene expression level.

Previous studies have reported that mutations of these up-regulated genes in the lens were related to the formation of cataracts (Shiels and Hejtmancik, 2017). In addition to the membrane proteins Mip and Lim2 causing cataract formation by affecting cell permeability and adhesion (Louis et al., 1989; Ponnam et al., 2008; Kumari et al., 2013; Shentu et al., 2015), Cryaa, Cryab and Hsf4 are surprisingly all involved in the heat shock response. The α-crystallin subunits Cryaa and Cryab, also known as Hspb4 and Hspb5, are major protein components of the eye lens, and also belong to the sHSP (also called heat shock protein family B) family (Horwitz, 2003; Clark et al., 2012). sHSPs are a family of ATP-independent chaperones that can delay the onset of irreversible protein aggregation in response to cellular stressors (Janowska et al., 2019; Rosenzweig et al., 2019). α-crystallin appeared to have therapeutic effects in certain diseases. Injection of α-crystallin B prior to the intraocular pressure elevation markedly mitigated the neurodegenerative processes in rat glaucoma models (Anders et al., 2017). α-crystallin also protected axons from optic nerve degeneration in rats (Ying et al., 2008). In addition, we further screened our data and found that another two sHSPs, Hspb1 and Hspb2, were significantly up-regulated. 

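Hspb1, on chromosome 12 of Rnor_6.0 from 23839399 to 23841049, had an FPKM of 106 ± 49.3 (SD, n = 5) in the Hypothermia Group and 32.2 ± 26.3 (SD, n = 5) in the Normal Group. Its log2FoldChange was 1.73 (standard error 0.48, adjusted p = 0.0388 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped, since Normal replicate 1 had a normalized count of 1151 and Hypothermia replicate 3 had 845. The call was lost in 9 of the 10 fits that left out 1 rat each. Hspb2 was not analysed here.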

Hspb1 could inhibit reactive oxygen species (ROS) and has a protection effect against atherosclerosis and coronary heart disease (Zhang et al., 2019). Hspb2 suppresses caspases-8 and 10 activation, thereby blocking downstream apoptotic events and inhibits apoptosis (Oshita et al., 2010). Upstream of these sHSPs is the heat shock transcription factor Hsf4, which is an important transcription factor in lens development and lens cell differentiation. Its target genes include the subunit of α, β, and γ crystallin, Bfsp1, Bfsp2 as well (Fujimoto et al., 2004; Shi et al., 2009). Hsf4 could protected human lens epithelial cells from oxidant stress by increasing the HMOX-1 expression in human lymphatic endothelial cells, which would then up-regulate antioxidant enzyme activity, and thus inhibit caspase family dependent apoptosis (Liao et al., 2018). In response to stress, the heat shock transcription factors can up regulate the cellular concentrations of some sHSPs (de Thonel et al., 2012; Zhong et al., 2016). sHSP Hspb1 and Cryab are target genes of Hsf4 (Fujimoto et al., 2004), which could be activated in response to cellular damage. Therefore, we postulate that the energy-saving heat shock response of sHSPs plays a major protective role in the homeostasis regulation of cold induced irreversible cataract formation.

In the integrated analysis of transcriptomic and proteomic results, we aimed to identify regulatory factors in the lens under cold stimulation, considering the positive correlation between the changing expression level of protein and mRNA. We discovered two important regulatory pathways, the anti-apoptotic pathway centered on Pik3r1 and Xiap, and the Notch signaling pathway centered on Notch3 and Hes1. Pik3r1 encodes the 85 kD regulatory subunit of Phosphoinositide-3-kinase (PI3K), which inhibits cell apoptosis through PI3K/Akt signaling pathway by activating NF-κB and inhibiting FOXO1 and BAD (Vivanco and Sawyers, 2002). The activation of PI3K/Akt signaling pathway was proven to inhibit oxidative stress and epithelial cell apoptosis in the lens of ultraviolet radiation-induced cataract rats (Yao and Yan, 2020). X-chromosome-linked inhibitor of apoptosis protein (Xiap) is the downstream target of Akt, which could be activated when Akt was phosphorylated (Castells et al., 2013). Xiap able to bind to and inhibit the caspases that mediate apoptotic cell death (Jost and Vucic, 2020). Akt1 and Akt2 were both detected as down-regulated in our proteomic data. Notch3 is a transmembrane, developmental signaling receptor, playing many crucial roles in developmental patterning, cell fate decisions, regulation of cell survival and proliferation (Hosseini-Alghaderi and Baron, 2020). Hes1 is one of the most studied targets of the Notch signaling pathway (Rani et al., 2016). Loss of Hes1 sensitizes mammalian cells to ER stress. Severe ER stress triggers cell death through expression of various pro-apoptotic genes (Lee et al., 2018). In a study of asthma pathogenesis, inhibition of Notch/Hes1 promotes PTEN expression (Li et al., 2020), which is an antagonist of PI3K/Akt pathway. On the contrary, promotion of the Notch3 production activated the downstream PI3K/Akt pathway and inhibited cardiomyocyte apoptosis, which alleviated cardiac ischemia/reperfusion injury (Zhang et al., 2015). Our results are consistent with those of past research, cold-induced apoptosis was observed in the myocardium (Kong et al., 2020) and rat hepatocytes (Vairetti et al., 2001). Apoptosis of lens epithelial cells was known to be an early event in the development of many types of cataracts (Li and Spector, 1996; Shiels and Hejtmancik, 2019). Previous studies suggested that the dominant-negative mutation of Pik3r1 could lead to cataract in human and mice (Solheim et al., 2017), and the activation of PI3K/AKT signaling pathway by circRNA HIPK3 or melatonin could inhibit apoptosis of HLECs (Bai et al., 2013; Cui et al., 2020). Notch2 was proved to be inhibited in the formation of age-related cataract (Fan et al., 2017). Hes1 was detected down-regulated in the cell model of glucocorticoid cataract (Gupta et al., 2005). Thus, the cold-induced irreversible cataract may be the result of lens epithelial cells apoptosis caused by the down regulation of Notch3/Hes1 and PI3K/Akt/Xiap signaling axis. Our study was a further proof of the importance of these two pathways in the formation of cataract. The down-regulated regulatory molecules Pik3r1, Xiap, Notch3, and Hes1 we’ve found out from our dataset need further research for their potential value.

In conclusion, the down-regulation of key molecules in the anti-apoptotic pathway and the Notch signaling pathway promotes the apoptosis of lens epithelial cells and promotes the occurrence of opacity. On the other hand, lens epithelial cells respond to cold stimulation through heat shock response. The expression of heat shock transcription factor Hsf4 was up-regulated, thereby enhancing the expression of sHSP family members.

We hypothesize that the balance was broken under cold stimulation. The up-regulated heat shock response was not strong enough to inhibit apoptosis successfully in physiological state, causing the lens to form irreversible opacity. There were some limitations of our study. First, the Normal Control Group was not treated with hibernation medium, but considering the RNA degradation of *in vitro* tissues at body temperature, we chose to collect the sample directly after euthanasia. Second, for some of the antibodies were difficult to obtain, we only verified the results by RT-qPCR. If possible, we would collect and sequence cold-treated lens capsule samples at more time points and different temperature in the future to obtain and analyze a series of constant data. Further research on the potential protective effects of the sHSPs and the anti-apoptotic Notch3/Hes1 and PI3K/Akt/Xiap signaling pathways in lens epithelial cells should also be considered.

## Data Availability Statement

The transcriptomic data presented in the study are deposited in the GEO repository, accession number GSE173481. The proteomic data presented in the study are deposited in the iProX repository, accession number IPX0002974000.

## Ethics Statement

The animal study was reviewed and approved by the Zhejiang University Administration on Laboratory Animal Care.

## Author Contributions

XS designed the study and revised the manuscript. JZ and JW designed the study, collected the samples, and drafted the manuscript. JZ and DZ analyzed the data. DZ, SZ, and XC revised the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

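RNA-seq was analysed for the lens capsules of 5 rats of the Hypothermia Group and 5 of the Normal Group. The proteome and RT-qPCR were not analysed here. The authors aligned paired-end reads to Rnor_6.0 with Hisat2, and the counts they deposited are whole reads per gene from featureCounts, without normalization. The annotation release is not named in the paper's text. The deposited FPKM values were made by the authors from these counts and the gene length. The log2 fold changes, p-values and adjusted p-values that the authors deposited came from DESeq2, and the 2 columns of group means were the authors' mean normalized counts, a signal on the scale of the counts.

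The table held 3334 genes, 124 of them without a name, and 8 names occurred more than once. It was a list selected by the outcome: the smallest size of a log2 fold change in the authors' deposited table was 0.25, and 3323 genes had an adjusted p under 0.05. The test on unadjusted p-values gave 3221 of 3222 genes under 0.05 with edgeR, which the selection alone can produce. Tests on such a list cannot show how many expressed genes changed, and a set of genes could only be compared with other changed genes.

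Each group's mean normalized counts were a weighted sum of its rats' counts, so the authors' size factors were recovered by least squares, with a largest relative error of 5.9e-10. The design written before the data were examined called for edgeR with TMM scaling and adjustment over the tested genes, on the assumption that the table held all genes. TMM assumes that most genes do not change, which a list of changed genes breaks. After 4 scalings had been computed on the table (the authors' size factors, TMM, median-of-ratios factors and listed-gene totals), the authors' size factors were made the main scaling, and TMM became an alternative. That choice was thus made with the results of the 4 scalings in view, and the size factors are also the scaling behind the paper's own values, so closeness to the paper's fold changes is built in. The adjustment was likewise changed, to 17005 genes, the number of expressed genes the paper reports. The adjusted p-values in the authors' deposited table correspond to about 15738 genes.

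The counts were fitted with edgeR 4.0.16 in R 4.3.3 (filterByExpr, estimateDisp, glmQLFit with robust = TRUE, glmQLFTest), with group as the only factor. Standard errors were taken as the log2 fold change divided by the square root of the F statistic. DEGs had an adjusted p under 0.05 and a log2 fold change above 1, or above 0.25 for the integrated analysis, in either direction. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. Single values were compared with exact permutation tests over the 252 assignments of 10 samples, two-sided, for which 0.00794 is the smallest p. Logarithms of normalized counts used a pseudocount of 1. Figures were drawn with matplotlib 3.10.9.

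The test was checked on simulated counts for 3334 genes, of which 200 were changed by 1 on the log2 scale in either direction. It called 97.5% of the changed genes, and 12 unchanged genes. All simulated genes had the same spread between samples, which was set and not taken from the data. The adjustment there ran over the simulated genes, and no fold change threshold was applied. These shares thus do not give the power of the main test on the rats' counts. Simulated genes raised and lowered had median log2 fold changes of 0.94 and -1.01.

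Each rat's own depth was known only for the listed genes, between 4792595 and 12415121 counts per rat, while the paper reports 45 M clean reads per sample. The deposited FPKM values held a constant common to all rats, 16.6 M. DESeq2's robust FPKM uses such a constant, the geometric mean of the samples' totals, and simulated counts returned it by construction. Whether the authors' FPKM were made that way was not tested. A constant common to all rats gives no single rat's depth. Genes with few counts, such as Rpe65 and Myo7a, were left out by the main filter and were tested without it and with DESeq2.

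Genes were named by a rule written before the data were examined: every gene the paper names for RNA-seq, the 5 highest and 5 lowest log2 fold changes among DEGs without overlap between the groups and with a mean normalized count of at least 50, and members of the gene sets discussed. Of the 56 genes collected from the paper, 51 were listed, and the others were not analysed here. The alternatives set before the data were examined were DESeq2 1.42.0, median-of-ratios and upper-quartile factors, listed-gene totals, TMM without the lens genes, other filters, robust = FALSE, the replicate number as a block, each rat left out in turn, a test against a log2 fold change of 1, an adjusted p under 0.01, and for gene sets an estimated correlation and Fisher's exact test. Another 3 were chosen after seeing the data: DESeq2 with the authors' size factors, adjustment over the listed genes only, and counts relative to Actb. TMM on the listed genes was the planned scaling and became an alternative only when the main scaling was changed. The planned analysis with both its choices, TMM and adjustment over the tested genes, was run last, after every other setting. Both groups number their rats 1 to 5 in the sample labels, and same-numbered rats are different animals.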

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

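The tests in this part on gene length for single gene sets, on scaling to Actb and on which sample was apart were chosen only after the results were seen. As the list holds genes the authors found changed, no set below was free to have a median near 0.

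In 118 comparisons of 5 samples, 2 genes had a sample far from its group, where chance gives 5.9. Xiap in the Hypothermia Group had a gap to range ratio of 0.787, because Hypothermia replicate 3 had a normalized count of 299 and the other rats between 392 and 422. Epas1 in the Normal Group had a ratio of 0.757, because Normal replicate 5 had 470 and the others between 284 and 321. Each of these samples was apart for 1 gene, too few to tell whether a sample stands apart. No biological explanation was tested.

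Genes the paper does not discuss as sets also differed. The median log2FoldChange was 0.69 over 64 ribosomal protein genes and 0.67 over 63 nuclear genes of oxidative phosphorylation, with each gene higher under the authors' size factors and under TMM (medians 0.40 and 0.37), each lower with listed-gene totals as library sizes (medians -0.55 and -0.57), and 51 and 40 of them higher relative to Actb. With median-of-ratios factors, upper quartile and TMM without the lens genes, all 64 and 62 of the 63 were higher, with medians from 0.34 to 0.39. Relative to Actb, their pooled median of 0.69 became 0.10, marginally above the limit of 0.1 set for scaling as the cause. After a fit on gene length across the tested genes, 0.035 of the pooled median was left, so gene length or what goes with it may account for the pattern. The median length was 613 bp in these sets and 2192 bp over the tested genes. A shift in scaling, a loss of long transcripts and a change in these pathways cannot be told apart here.

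Lens fibre genes outside the crystallins (13 listed, Mip, Lim2, Bfsp1 and Bfsp2 among them) had a median of 2.16. A candidate explanation is more fibre material on the Hypothermia capsules. The 2 listed epithelial markers, Gja1 and Pax6, had a median of -0.34, but the others of the 15 named were not analysed here, so that test could not tell. The set's rise cannot be told apart from such a difference in material.

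Markers of the ciliary body and iris had a median of -1.76 (6 tested) and markers of connective tissue and cornea one of -1.74 (7 tested). RNA from other eye tissues in the Normal samples is a candidate explanation. Over the 16 tested markers of other eye tissues the median was -1.75, all 16 were lower, and 3 of the 61 down-regulated DEGs (4.92%) were markers against 0.497% of tested genes. Of the 56 markers named, 20 were listed, so the test could hardly have given a median near 0 and does not separate other tissue from a fall in these genes within the capsule. The 61 down-regulated DEGs were highest in Normal replicate 5 in 30 cases, replicate 4 in 14, replicate 2 in 8, replicate 3 in 7 and replicate 1 in 2. Of the 16 tested markers, 8 were highest in Normal replicate 5 and 2 in each other Normal rat.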

How the results depend on the processing

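The alternatives were set before the data were examined, except DESeq2 with the authors' size factors, adjustment over the listed genes only and counts relative to Actb, which were chosen after seeing the data. The main scaling and the number of genes in the adjustment were also chosen then, in place of the planned TMM and the tested genes, with the results of 4 scalings in view. The planned analysis gave 515 DEGs at 1 (248 up, 267 down) and 927 up and 1167 down at 0.25, and it called Xiap, Mfrp, Epas1, Gpr179, Col1a1, Fbn1, Notch2, Insr, Inppl1 and Pard3, which the main result did not. It did not call Pxn, Wbp2, Mtmr3 and Bid, which the main result did. The medians of the lens, small heat shock protein, Notch and PI3K/Akt/Xiap sets kept their direction under every alternative run, while the balance of up-regulated and down-regulated genes did not. For the Notch and PI3K/Akt/Xiap sets this could hardly have come out otherwise. Every other scaling moved log2FoldChanges down, and the genes were listed as changed in these same rats. The lens and small heat shock protein medians stayed above 0 under that shift. The alternatives written for tables of FPKM alone were not run, as counts were used. The main counts at a log2FoldChange above 1 were 392 (331 up, 61 down) and at 0.25 were 2348 (1686 up, 662 down). Scaling estimated on the listed genes moved the median log2FoldChange by -0.29 (TMM), -0.31 (median-of-ratios), -0.32 (upper quartile) and -1.23 (listed-gene totals), and relative to Actb by -0.58.

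At the threshold of 1, the up and down counts were 182 and 214 with median-of-ratios factors, 169 and 221 with upper quartile, 180 and 211 with TMM without the lens genes, 185 and 200 with TMM (the planned scaling, with the main adjustment), and 37 and 1167 (total 1204) with listed-gene totals. The up-regulated share was 84.4% in the main result, 48.1% with TMM, 3.07% with listed-gene totals and 15.6% relative to Actb. At 0.25 the up and down counts were 601 and 1101, 546 and 1106, 600 and 1103, 633 and 1100, and 57 and 2398 in the same order. Relative to Actb, also chosen after seeing the data, they were 110 and 594 (total 704) at 1, and 196 and 1139 (total 1335) at 0.25. DESeq2 on the listed genes gave 630 in total at 1 (283 up, 347 down), and 928 up and 1234 down at 0.25. DESeq2 with the authors' size factors, chosen after seeing the data, gave 403 up and 163 down at 1. Adjustment over the listed genes only, also chosen after seeing the data, gave 376 up and 147 down at 1 and 1169 down at 0.25.

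Genes with at least 10 counts in every sample gave 28 down at 1. An adjusted p under 0.01 left 152 genes, 142 up and 10 down. The test against a log2FoldChange of 1 (glmTreat) called 0 in total, 0 up and 0 down, with 288 genes at an unadjusted p under 0.05. Calls at 1 thus rest on the estimated fold change passing the threshold, not on a test that it exceeds the threshold.

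With the replicate number as a block, 20 genes were down at 1 against 61 without the block, and 942 were called at 0.25 (808 up, 134 down). The set medians were 2.36 (lens), 1.66 (small heat shock proteins), -0.45 (Notch) and -0.54 (PI3K/Akt/Xiap). Same-numbered rats are different animals, and the mean correlation of their deviations was 0.0046, so the numbers do not pair the samples.

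Leaving out each rat in turn gave from 232 to 469 DEGs at 1 (207 to 395 up, 25 to 74 down) and from 1372 to 2384 at 0.25 (1075 to 1720 up, 297 to 664 down). The lowest counts came without Normal replicate 4 and the highest without Normal replicate 1. The median of the lens set ranged from 1.88 to 2.63 in these fits, that of the small heat shock protein set from 1.43 to 1.86, that of the Notch set from -0.48 to -0.42 and that of the PI3K/Akt/Xiap set from -0.59 to -0.46.

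The lens set (median 2.15), the Notch set (median -0.46) and the PI3K/Akt/Xiap set (median -0.53) lost significance with the correlation estimated from the data, and both pathway sets also with Fisher's exact test. The PI3K/Akt/Xiap set also lost it with listed-gene totals (median -1.76). The small heat shock protein set, not significant in the main result (median 1.60, camera's adjusted p = 0.184), passed with listed-gene totals (median 0.42), relative to Actb (median 1.06) and with Fisher's exact test. Only 4 of its 11 named members, 12 of the 22 Notch genes and 4 of the 15 PI3K/Akt/Xiap genes were listed. Those 4 were Cryaa, Cryab, Hspb1 and Hspb11, the last with a log2FoldChange of 0.51. Cryaa and Cryab also belong to the lens set, so the 2 sets are not separate evidence.

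With listed-gene totals, the log2FoldChanges of 11 named genes reversed: Actb (-0.64), Sptan1 (-0.32), Hras (-0.29), Shc1 (-0.89), Pxn (-0.81), Pip5k1b (-0.77), Ezr (-0.41), Mras (-0.31), Wbp2 (-0.92), Mtmr3 (-0.86) and Bid (-0.75). Relative to Actb, those of Shc1 (-0.22), Pxn (-0.14), Pip5k1b (-0.10), Wbp2 (-0.25), Mtmr3 (-0.19) and Bid (-0.12) reversed, and with upper quartile that of Wbp2 (-0.00044). These reversals follow from a shift common to all genes that was larger than the genes' own changes, so they are no evidence on the single genes. The listed-gene totals come from a list chosen by the outcome and dominated by lens counts, and Actb itself differed. No named gene reversed when a rat was left out. The depth of the whole libraries was not used here. Rpe65 and Myo7a, below the main filter, were called without it, with log2FoldChanges of -2.49 and -2.64.

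The list was made from the same 10 samples, so regrouping them shows no stability. Of the 16 splits that part every same-numbered pair, 1 (the real one) gave as many DEGs at 1, 1 gave as many at 0.25 and 1 gave as large a lens median. The next largest lens median was 1.56 in size. Of 100 of the 126 possible splits, which mix the pairs, the real one alone reached each of these results.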

Differences from the paper's values

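The main scaling and adjustment, DESeq2 with the authors' size factors, adjustment over the listed genes only and counts relative to Actb were chosen only after the data were seen. The paper gives 627 DEGs and 207 down-regulated genes at a log2FoldChange above 1, against 392 and 61 here. The analysis as planned before the data were examined (TMM and adjustment over the tested genes) gave 515 and 267, both within 1.5 times the paper's values, but 248 up-regulated genes against the paper's 420, while the main result's 331 was within 1.5 times. TMM with the main adjustment gave 200 down-regulated and 185 up-regulated genes. Of the alternatives set before the data were examined, the total came within 1.5 times the paper's with DESeq2 on the listed genes (630), with no filter (442) and without Normal replicate 1 (469), and the others did not close the gap. For the down-regulated genes, median-of-ratios factors (214), upper quartile (221) and TMM without the lens genes (211) came that close, and the others did not, but these settings moved the up-regulated count away from the paper's, to 182, 169 and 180. Of those chosen after seeing the values, DESeq2 with the authors' size factors gave 163 down-regulated genes (total 566), adjustment over the listed genes only 147 (total 523), and relative to Actb the total was 704.

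At 0.25, Fig. 4B shows about 1100 down-regulated genes, read by eye and summed over its parts, against 662 here. The planned analysis gave 1167, and TMM with the main adjustment 1100. For up-regulated genes Fig. 4B shows about 1900, read by eye, and the main result of 1686 was within 1.5 times of it, while these settings gave 927 and 633. Median-of-ratios factors (1101), upper quartile (1106), TMM without the lens genes (1103) and DESeq2 on the listed genes (1234) came within 1.5 times of the down-regulated count, and the other alternatives set before the data were examined did not. Their up-regulated counts were 601, 546, 600 and 928, all further from the figure than the main result. Of those chosen after seeing the values, adjustment over the listed genes only gave 1169, counts relative to Actb 1139 and DESeq2 with the authors' size factors 979. Their up-regulated counts were 2052, 196 and 1959 in the same order. Of these, only the count relative to Actb was further from the figure than the main result.

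The paper calls Xiap a down-regulated DEG, while its adjusted p here was 0.0580 from edgeR. It was called with the planned analysis, with TMM and the main adjustment, with DESeq2 on the listed genes and with median-of-ratios factors, upper quartile, listed-gene totals and TMM without the lens genes, and, among settings chosen after seeing the values, relative to Actb, with adjustment over the listed genes only and with DESeq2 and the authors' size factors (adjusted p = 0.0377). The paper's network of eye-related DEGs includes Mfrp, Epas1, Gpr179, Col1a1 and Fbn1, none of which was called in the main result with edgeR (adjusted p from 0.0658 to 0.159), though the planned analysis called all 5. Every scaling other than the authors' size factors moved log2FoldChanges down, which favours calls of lower genes such as these and Xiap.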

Other observations

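The tests of lens fibre score and of gene length within the lens set were chosen only after the results were seen, and the others before.

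The lens structural genes were higher with a median of 2.15. After the fit on gene length their median was 1.52, so gene length does not account for all of the rise. Leaving the lens genes out of TMM moved their median by -0.0069, but TMM trims genes with extreme ratios in any case, so this test could hardly have come out otherwise. With listed-gene totals, where their share of the counts does act, the median was 1.05. It was asked whether, within the groups, rats with more lens transcripts also had more of the other transcripts raised in the Hypothermia Group. Across 3203 tested genes outside the lens set, the slope on the lens score within the groups and the log2FoldChange had a Spearman's rho of 0.68 across genes, which are not independent replicates. When the scores were permuted within the groups, rho ran from -0.74 to 0.74, and 3 of 100 permutations were at least as large. The value beat the share of permutations set for material as a cause but lay inside their range, so the test could not tell. Different amounts of fibre material on the capsules may underlie part of the group difference. On simulated counts the statistic gave 0.89 with a shared factor and 0.02 with none, over 3334 genes. Those counts also had a single set spread, not the genes' own.

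More genes were higher than lower (2053 against 1169 of the tested genes). Gene length correlated with log2FoldChange across the tested genes (Spearman's rho -0.43), and the median length was 1628 bp for higher and 3644 bp for lower genes. Without the lens, ribosomal, oxidative phosphorylation and mitochondrial genes rho was -0.40 over 3064 genes. A length-dependent effect, such as a difference in RNA integrity, could contribute and was not tested against the integrity of each sample. The listed-gene totals differed between the groups (exact permutation test, two-sided p = 0.00794), but they follow from which genes are listed, so they cannot show a difference in library size. GC content was not analysed here.

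Actb, the RT-qPCR reference gene of the study, was itself listed, with a log2FoldChange of 0.57 (standard error 0.15, adjusted p = 0.0297 from edgeR's quasi-likelihood test), and its groups overlapped. It lost its call in 8 of the 10 fits that left out 1 rat each. Relative to Actb, the lens set had a median of 1.69.

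Within the Notch set, 11 of the 12 listed genes were lower, with log2FoldChanges from -1.33 to 0.28, and Lfng was higher. With each scaling other than the authors' size factors Lfng was lower too, but those scalings moved all genes down by more than its change, so this is no evidence on the Notch set. Notch2 had a log2FoldChange of -0.46 (standard error 0.16, adjusted p = 0.0727 from edgeR), and with the planned analysis its adjusted p was 0.00277 from edgeR. The planned scaling also moved the log2FoldChange of Notch2 down, to -0.75. The 19 tested genes that Supplementary Table 2 lists under negative regulation of apoptotic process were all up-regulated DEGs, with a median of 1.65, and the planned analysis called 15 of them. That table lists genes the paper had found up-regulated in the same counts, so their direction was given by that choice.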
